A study of Homo sapiens with 16 samples. Its data were reported in "Oncogene Activation Induces Metabolic Transformation Resulting in Insulin-Independence in Human Breast Cancer Cells" (2011).

How the data were processed

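Gene expression was measured in MCF10HER2 cells, a line made from the nontransformed human breast epithelial line MCF10A by stable over expression of the receptor tyrosine kinase HER2 (gene symbol ERBB2). Parallel cultures received CP724,714, a small molecule inhibitor of the HER2 kinase, at 1 µM. RNA was taken at 16 time points, every 3 h from 0 to 45 h, and the 0 h culture is the only untreated one. Each time point has 1 array and no replicate, so the number of arrays limits the precision and the spread of a probe can be judged only from the scatter of the arrays about a curve in time. The medium was renewed when the inhibitor was added, and no untreated or vehicle-treated culture later than 0 h was analysed here. The MCF10A and breast cancer cell line series that the study set beside these cells were not analysed here.

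According to the methods of the study, the RNA was hybridised to Illumina human Ref-8 v2 beadchips and the arrays were compared after quantile normalization. Per the labels, biotinylated cRNA was prepared with an amplification kit. The values the authors deposited are the intensity of each probe on each array, before normalization between arrays; the lowest intensity in the table was 98.6, and the first quartile of each array lay well above 0, as in signals from which no background was subtracted. Beside each intensity the authors deposited a detection p-value, which sets the probe against the negative control probes of its own array. The table has 20589 probes with 18190 gene symbols. Of the symbols, 13336 matched a current symbol and 3420 more a synonym in a table of RefSeq genes (GRCh38.p14), which was used for names only. The symbols of 25 probes read as calendar dates, so their genes cannot be read from the table. Symbols are those of the table unless a newer one is given with it, and no genomic coordinates were used.

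Intensities were background-corrected with neqc in limma 3.58.1 (R 4.3.3), with the negative control moments inferred from the detection p-values, an offset of 16 and quantile normalization, and taken to the log2 scale. The offset pulls the fold changes of dim probes toward 1. Probes with a detection p under 0.05 on 3 or more arrays were tested, which kept 12321 probes with 11565 symbols and left out 40.2% of the probes. A probe that was not detected at the lower end of a comparison has only a lower bound there. The median signal of the 3343 probes whose mean detection p was above 0.5 served as the background of each array.

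The study's threshold, a change of 1.7-fold or more at any time point, was applied to the normalized values. Its text gives no baseline, and the 0 h array was chosen for this here. Because this criterion has no error term, the count was set beside 100 simulated data sets in which no probe changed and each varied with its own residual SD. Time dependence was tested in limma (lmFit and eBayes with a mean-variance trend) by a moderated F-test of a natural cubic spline of time with 4 degrees of freedom. A straight line in hours gave each probe a direction, and its slope is given as the log2 change over 45 h with its SE. The 15 treated arrays were set against the lone untreated array with a centred spline with 3 degrees of freedom among the treated arrays, which assumes that the untreated array varies like the others. P-values of these fits were adjusted by the Benjamini-Hochberg procedure, with 0.05 as the threshold.

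A list of 22 genes, called the study list, holds genes named in the study's text, PDK1 to PDK4 for the kinase PDK that it names without a number, and the receptor genes EGFR and ERBB3, which its text does not name. The list was related to time by Pearson's r and Spearman's rho, each with a two-sided permutation p from 100000 permutations, adjusted over the list. The permutations treat the arrays as exchangeable, so any batch or drift along time would pass them too. Because the study chose part of this list on these same arrays, the list is not independent evidence. The correlation was computed again without the 0 h and 45 h arrays, and within each of 2 array batches with an exact test over all 40320 orders of 8 arrays. Of several probes of a gene, the one with the highest mean signal is given. The genes of 9 lists fixed from general knowledge (MAPK feedback genes, FOXO targets, G1/S genes, G2/M genes, sterol synthesis, fatty acid synthesis, glycolysis, amino acid response and interferon response) were tested with camera in limma at a preset correlation of 0.01, two-sided, and with fry, using 1 probe per gene.

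The genes named in the text follow a rule fixed in advance: the genes of the study list, the 5 largest rises and the 5 largest falls of the linear fit among probes past the threshold of both fits and detected at the higher end, and the 2 members that moved most in each list that was called. The design, the tests, the rule and most alternatives were fixed before the data were examined; alternatives chosen later are named as such. The alternatives covered background correction, normalization, the detection filter, 1 probe per gene, the fold threshold, the number of time points needed and the baseline, the curve, treated arrays only, array weights, each array left out in turn, fry, and the choice of probe. A chip as a block was planned but not run as such, since neither the labels nor the columns name the chips.

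The fits were tested on simulated data. In these, 100 of the 12321 probes were given a log2 change of 1 and 100 others a log2 change of 0.5. Each fit was given changes of a shape that suits it. The linear fit met a straight line and the spline a ramp to a plateau. The comparison of treated with untreated met a step after 0 h. The noise was independent between arrays and held no batch effect, so the rates below need not hold for the real arrays. Of probes given a log2 change of 1, the linear fit recovered 93%, the spline 87% and the comparison of treated with untreated 87%. For a log2 change of 0.5 the shares were 75%, 62% and 70%. False calls numbered 8, 8 and 3 probes. Figures were drawn with matplotlib 3.10.9.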

Results

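Gene expression was followed in MCF10HER2 cells for 45 h after addition of the HER2 kinase inhibitor CP724,714 at 1 µM, with 1 array every 3 h. The question was which transcripts depend on HER2 signaling in these cells. The series holds 16 arrays, 1 untreated at 0 h and 15 treated from 3 to 45 h, and there are no replicates. Between 10363 and 11436 of the 20589 probes were detected on an array. The 9 h and 18 h arrays were dimmer than the others, with an upper quartile intensity of 397 at 9 h and 418 at 18 h, against 553 to 804 on the other arrays. After quantile normalization the lowest correlation between any pair of arrays, taken across probes, was 0.952.

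The arrays fell into 2 groups by background. The background signal lay between 135.9 and 148.9 on the 8 arrays from 0 to 21 h and between 164.5 and 173.9 on the 8 arrays from 24 to 45 h. The mean of the later arrays was 1.19 times that of the earlier ones. A Ref-8 beadchip carries 8 arrays, but the labels name no chip. The groups are treated below as array batches, and they split the time course at 24 h, so that time and batch overlap. The step between successive arrays, as the root mean square (RMS) log2 difference over the tested probes, was 0.31 at 3 h, 0.29 at 6 h, 0.23 at 9 h and 0.33 at 12 h. From 15 h on it ranged from 0.09 at 33 h to 0.21 at 36 h.

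**Figure D1:**
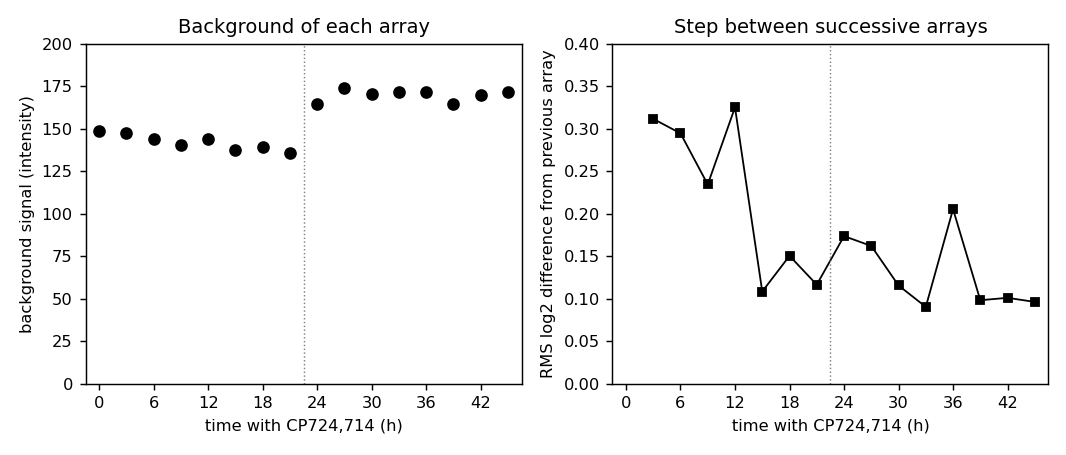
Left, the median intensity of probes not detected above background, for each of the 16 arrays against time with CP724,714 in h; right, the RMS log2 difference of each array from the one before it. The dotted line separates the 8 arrays with a background of up to 148.9 from the 8 arrays with at least 164.5, and the step at 36 h (0.21) is the highest after 12 h.

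The first principal component of the tested probes held 45.1% of the variance, the second 24.6% and the third 14.2%. Because the arrays fell into 2 batches along time, no pooled correlation of the components or of the background with time is given.

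At the study's threshold and with 0 h as the baseline chosen here, 2398 probes with 2359 symbols changed 1.7-fold or more at 1 or more of the 15 time points. Of these, 1342 were higher at least once, 1167 were lower at least once and 111 were both. With median scaling in place of quantile normalization the corresponding counts were 1280 higher and 1933 lower. Simulated data without any change gave 749 ± 18.7 probes (SD over 100 draws) when the noise of each probe was its residual SD about the spline, which also holds what the spline failed to follow. When the noise was taken from successive arrays within the sets of 4 time points from 12 to 45 h, an estimate chosen after seeing the data, the simulation gave 50.4 probes. Of the 2398 probes, 1802 (75.1%) were also time-dependent in the spline fit. A change in the same direction at 2 consecutive time points was seen for 1682 probes, against 199 in the first simulation. Among the alternatives the count was highest with normexp from the signals alone at an offset of 50, which gave 3789, and lowest at 2-fold, which gave 1352. With the median over the 16 arrays as the baseline it was 1686, and from the highest over the lowest array it was 3561.

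The number of changed probes was 470 at 3 h (180 higher, 290 lower), 756 at 6 h and 1031 at 9 h. It then stayed between 798 and 936 from 12 to 33 h and was 1002 to 1095 from 36 to 45 h, with a median of 843 over the 15 time points. Of the 470 probes changed at 3 h, 149 (31.7%) were changed in the same direction at 45 h and 23 in the other. Both comparisons use the same 0 h array. The simulation with the residual SD about the spline as noise gave 135.6 changed probes at a given time point. Of these, 38.3 (28.3%) were changed in the same direction at another time point. The observed counts, 470 and 149, were higher than these. The similar percentages are shares of different totals, so they do not show how many of the 149 probes are noise.

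**Figure D2:**
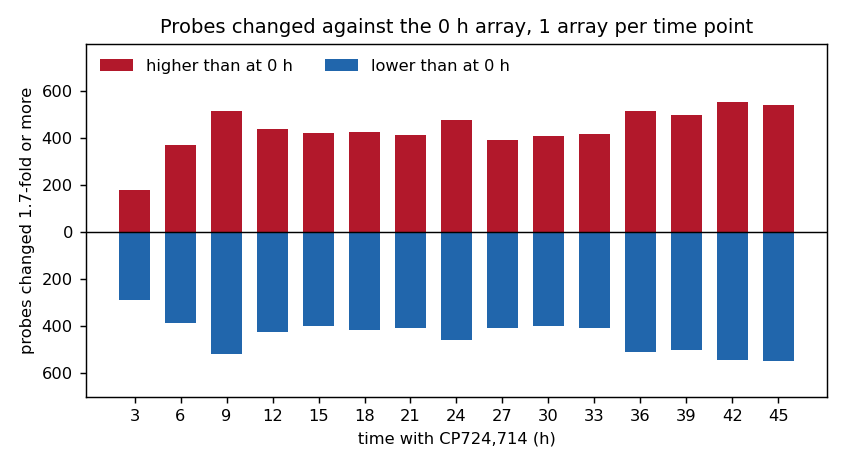
Number of probes changed 1.7-fold or more against the 0 h array (vertical axis, higher above and lower below 0) at each time with CP724,714 in h. The total rose from 470 at 3 h to 1031 at 9 h and was 1086 at 45 h.

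In the spline fit 5161 probes (41.9% of those tested) were time-dependent at an adjusted p under 0.05 (limma), and 1162 of them had a fitted range of 1 or more on the log2 scale. The median fitted range of the time-dependent probes was 0.61. A straight line was past the threshold for 3004 probes, 1584 higher and 1420 lower with time, with a median size of 0.50 over 45 h. Median scaling moved this split to 1637 higher and 2960 lower. Of the time-dependent probes, 2621 also had a linear trend and 2540 did not. With the array batch as a block, chosen after seeing the data, 3570 probes were time-dependent and 760 had a linear trend. Within the batches the linear count was 1391 from 0 to 21 h and 3063 from 24 to 45 h. Against the untreated array, 2330 probes differed on the mean of the treated arrays, 1062 higher and 1268 lower. This last comparison rests on the 0 h array alone, and the same comparison made for each other array found 3426 probes for the 3 h array.

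The largest rises in the linear fit were ATP6V1B1 (log2 change over 45 h 3.46, SE 0.41, limma adjusted p = 1.14e-05), LEMD1 (3.06, SE 0.32), KRT17 (2.90, SE 0.32), CYP4B1 (2.50, SE 0.35) and GBP2 (2.29, SE 0.24). The largest falls were PSAT1 (-4.27, SE 0.39, limma adjusted p = 8.74e-07), ASNS (-3.88, SE 0.47), KRT6B (-3.60, SE 0.36), CDC14B (-3.56, SE 0.74) and S100P (-3.21, SE 0.49). All 10 were detected on the 16 arrays. The mean of the last 3 arrays exceeded that of the first 3 by 4.71 to 7.01-fold for the rises, and the first 3 exceeded the last 3 by 6.47 to 16.8-fold for the falls. CYP4B1 was at 8.70 on the log2 scale at 33 h and 10.25 at 36 h, and PSAT1 was at 10.54 at 33 h and 8.94 at 36 h. S100P did not fall within the first batch: its log2 signal was 11.23 at 0 h, 12.76 at 9 h and 11.98 at 21 h, and it then fell to 9.22 at 45 h. In a linear fit of the arrays from 0 to 21 h alone, ATP6V1B1 (limma adjusted p = 0.563) and KRT17 (limma adjusted p = 0.0659) were not past the threshold, and neither was S100P.

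VAMP8 and PHGDH were the genes the study singled out as regulated by HER2 in opposite directions. VAMP8 (probe ILMN_26790) rose from 13.14 at 0 h to 14.30 at 45 h on the log2 scale, a 2.23-fold increase. Its r with time was 0.79 (permutation p = 3e-05, adjusted 0.00021) and its rho 0.81 (permutation p = 0.00027, adjusted 0.00168). The change in the linear fit was 0.95 (SE 0.18, limma adjusted p = 0.000842). Within the array batches r was 0.90 (0 to 21 h, exact p = 0.00193) and 0.89 (24 to 45 h, exact p = 0.00422). PHGDH (probe ILMN_5800) fell from 13.37 at 0 h to 10.54 at 45 h, which is 7.12-fold, and its highest value exceeded its lowest by 7.68-fold. Its r was -0.97 and its rho -0.99, both at the smallest p that 100000 permutations can give (1e-05, adjusted 0.000105). Its linear change was -2.94 (SE 0.18, limma adjusted p = 1.47e-08), and r within the batches was -0.95 (exact p = 0.000149) and -0.94 (exact p = 0.000595). Without the 0 h and 45 h arrays r was 0.71 for VAMP8 and -0.96 for PHGDH.

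The other enzymes of serine synthesis fell as well. The highest value of PSAT1 (ILMN_17460) exceeded its lowest by 21.3-fold, and its r was -0.93 and its rho -0.96, both at the smallest permutation p. PSPH (ILMN_14445) was 3.32-fold lower at 45 h than at 0 h, with an r of -0.70 (permutation p = 0.00035, adjusted 0.00122) and a rho of -0.74 (permutation p = 0.00159, adjusted 0.00477). Within the batches r was -0.93 (exact p = 0.000893) and -0.88 (exact p = 0.0102) for PSAT1. For PSPH it was -0.66 from 0 to 21 h (exact p = 0.0679) and -0.90 from 24 to 45 h (exact p = 0.00372). Most of the fall of PSPH came early, since its log2 signal was 10.14 at 0 h and 8.65 at 6 h.

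Of the 22 genes of the study list, 21 had a tested probe. PDK1 was detected on 1 array and was not tested. In the spline fit 12 genes were past the threshold over all probes and 13 when adjusted over the list alone; in the linear fit 11 were past it both ways. By Pearson's r, 11 genes were past the threshold. The r was positive for 4 (VAMP8, PDK2, PDK4 and ERBB3, the last of which the study's text does not name). It was negative for 7 (PHGDH, PSAT1, PSPH, ACLY, INSIG1, SLC2A1 and SLC2A3). SLC2A3 had no net fall, with a log2 signal of 7.90 at 0 h, 8.32 at 6 h and 7.91 at 45 h. PDK4 was at 9.21 at 3 h and 9.13 at 45 h. ERBB3 was at 11.40 at 6 h, 10.16 at 12 h and 11.38 at 45 h. Each of the 11 had the same sign of r within both batches. By the exact tests within a batch, 7 genes of the list were past the threshold from 0 to 21 h and 11 from 24 to 45 h. These are not the same genes. LDHA and IRS2 from 0 to 21 h, and PDK3, LDHA and SLC2A4 from 24 to 45 h, were not called over the whole course. PDK2 and INSIG1, called over the whole course, were past the threshold in neither batch. Without the 0 h and 45 h arrays 8 of the 11 remained past the threshold, and the relations of the printed probes of PDK4 (r = 0.47), INSIG1 (r = -0.45) and ERBB3 (r = 0.51) rested on those arrays. A second INSIG1 probe, ILMN_12839, detected on all 16 arrays, fell with time in the linear fit (-0.88, SE 0.08, limma adjusted p = 8.23e-07). By Spearman's rho 11 genes were past the threshold as well, with ERBB2 in place of INSIG1. Leaving out single arrays took SLC2A3, PDK4, INSIG1 or ERBB3 below the threshold, and median scaling took PDK2 and INSIG1 below it. When single arrays were left out the count was 9 without the 0, 39, 42 or 45 h array and 13 without the 3 h array.

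ACLY was 3.33-fold lower at 45 h than at 0 h (r = -0.78, permutation p = 5e-05, adjusted 0.000262), and INSIG1 was 5.47-fold lower, nearly all of it by 6 h, when its log2 signal was 10.46 against 12.74 at 0 h. PDK4 was not detected at 0 h and was at least 2.25-fold higher at 45 h. PDK2 rose by 0.14 (SE 0.03) on the log2 scale near the detection limit. PDK3 had no linear trend (limma adjusted p = 0.312). SGK1 was lower on each treated array than at 0 h, by up to 2.45-fold at 3 h, with no trend over time (r = -0.40, permutation p = 0.123, adjusted 0.172). LDHA had no linear trend (-0.34, SE 0.19, limma adjusted p = 0.217), yet it was time-dependent (limma adjusted p = 4.42e-05). Its r was 0.92 from 0 to 21 h (exact p = 0.00248) and -0.91 from 24 to 45 h (exact p = 0.00253). The highest value of LDHA, at 24 h, was 1.76-fold above its lowest, at 45 h.

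**Figure D3:**
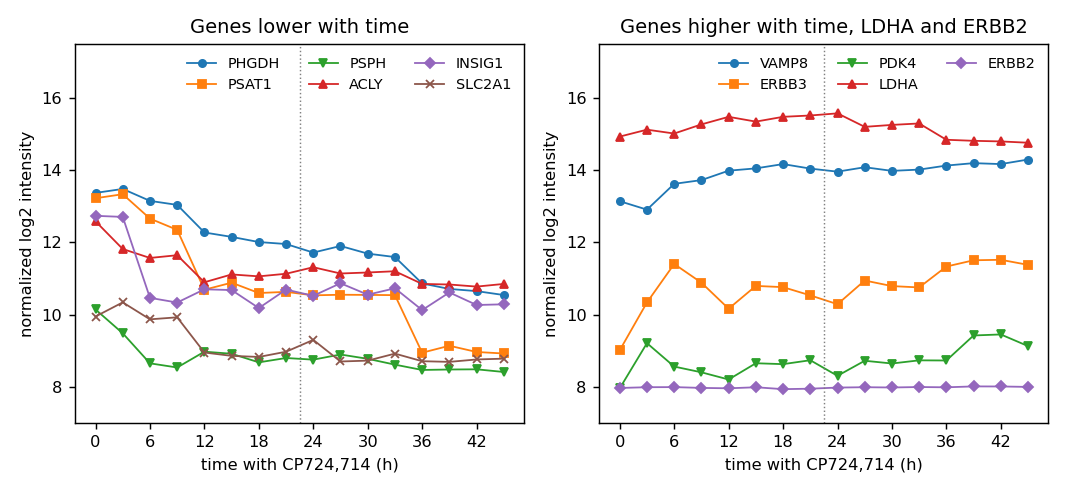
Normalized log2 intensity of genes of the study list against time with CP724,714 in h, 1 point per array; the dotted line separates the array batches. PHGDH fell from 13.37 to 10.54, PSAT1 from 13.22 to 8.92, and VAMP8 rose from 13.14 to 14.30.

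Among the glucose transporters, SLC2A1 was 2.25-fold lower at 45 h than at 0 h (r = -0.80, permutation p = 0.00014, adjusted 0.000588). SLC2A3 was detected on 11 arrays and SLC2A4 on 9, neither of them at 0 h, and the log2 signal lay between 7.90 and 8.32 for SLC2A3 and between 7.93 and 7.98 for SLC2A4. ERBB3 (ILMN_8157) was 5.16-fold higher at 45 h than at 0 h (r = 0.66, permutation p = 0.00343, adjusted 0.009), whereas a second ERBB3 probe, ILMN_6289, showed a change of 0.02 over 45 h (limma adjusted p = 0.74). The EGFR probes went apart: ILMN_15615 had a change of -0.39 (limma adjusted p = 0.117, r = -0.52) and ILMN_2682 of 0.81 (limma adjusted p = 0.00147), and the mean over the detected EGFR probes had an r of 0.28. The ERBB2 probe ILMN_28003 was detected on 7 arrays and ILMN_2680 on 1. IRS2 was time-dependent (limma adjusted p = 0.00301) with r of -0.94 from 0 to 21 h (exact p = 0.000198) and 0.50 from 24 to 45 h (exact p = 0.2). IRS1 was past the threshold of the spline fit (limma adjusted p = 0.0324) and not of the linear fit. INSR and IGF1R were past neither.

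Of the 9 gene lists, 4 fell with time by camera (limma). Sterol synthesis had a median change of -1.18 over 45 h, with all 17 tested genes lower (adjusted p = 1.26e-09 by limma's camera). Amino acid response had a median of -0.86, with 1 of 17 genes higher (adjusted p = 7.5e-08 by limma's camera). Fatty acid synthesis had a median of -0.54, with 2 of 11 higher (adjusted p = 0.00548 by limma's camera), and MAPK feedback a median of -0.15, with 6 of 16 higher (adjusted p = 0.0191 by limma's camera). The median of all genes was -0.00098. Genes of the study list are also members of these lists: PHGDH, PSAT1 and PSPH of amino acid response, ACLY of fatty acid synthesis, INSIG1 of sterol synthesis, LDHA of glycolysis, and IRS2, INSR, PDK4 and ERBB3 of FOXO targets. The same 4 lists were past the threshold by fry. The members that fell most were HMGCS1 (-2.72, SE 0.51) and MVD (-2.07, SE 0.47) for sterol synthesis, PSAT1 and ASNS for amino acid response, ACLY (-1.15, SE 0.23) and FASN (-1.03, SE 0.18) for fatty acid synthesis, and PHLDA1 (-2.15, SE 0.21) and SPRY2 (-1.26, SE 0.19) for MAPK feedback. With median scaling MAPK feedback and fatty acid synthesis were no longer called and 2 lists remained. The count was 6 without the 3 h array and 7 for the arrays from 24 to 45 h alone.

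Glycolysis (median -0.20, adjusted p = 0.0913 by limma's camera), FOXO targets (0.19, adjusted p = 0.329), G2/M genes (-0.06, adjusted p = 0.703), G1/S genes (0.01, adjusted p = 0.909) and interferon response (0.01, adjusted p = 0.703) were not called by limma's camera over the whole course. For G1/S genes and interferon response the median was above 0 and the direction of the test was down, and for G2/M genes the mean was above 0. With median scaling the medians of these 3 lists had the opposite sign, and none of them was called. Against the untreated array, sterol synthesis (median -1.10), amino acid response (-1.42) and fatty acid synthesis (-0.71) were called by camera and by fry, and MAPK feedback was not. For glycolysis in this comparison the median was below 0 and the mean above it.

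Within the array batches the lists followed different courses. The changes below are medians of the linear fit within a batch, over 21 h. They can differ from the change between the first and the last array. From 0 to 21 h, sterol synthesis fell by 1.71, amino acid response fell by 1.03 and fatty acid synthesis fell by 0.67. All of them were called by camera and by fry. In the same batch camera, but not fry, called G1/S genes (0.69), G2/M genes (1.02) and glycolysis (0.28) as rising. Against 0 h, the median of G1/S genes was -0.82 at 6 h and 0.01 at 21 h, a return with little net rise. At 21 h the median against 0 h was 0.48 for G2/M genes and 0.09 for glycolysis. From 24 to 45 h, G1/S genes fell by 0.84, G2/M genes fell by 0.53 and glycolysis fell by 0.50, and FOXO targets rose by 0.33; fry called these except G2/M genes. In that batch sterol synthesis fell by 0.13, fatty acid synthesis fell by 0.23 and amino acid response fell by 0.08; camera called all of them and fry the latter pair. Interferon response was called by fry alone (median 0.06, mean -0.00097). MAPK feedback was called in neither batch. Whether the slopes differed between the batches was not tested.

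**Figure D4:**
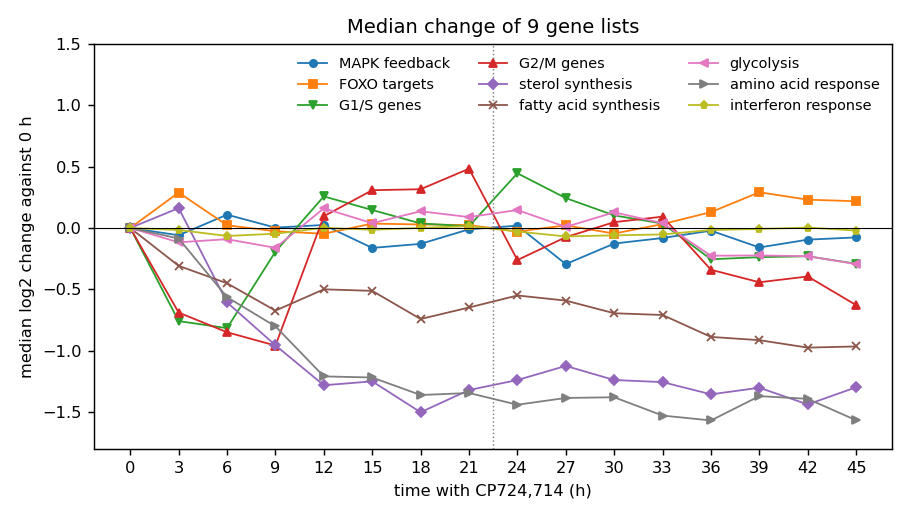
Median log2 change against 0 h of the genes of each of 9 lists, plotted against time with CP724,714 in h; the dotted line separates the array batches. Sterol synthesis reached -1.28 and amino acid response -1.21 at 12 h and both stayed low to 45 h, while the G2/M genes went from -0.96 at 9 h to 0.10 at 12 h and from 0.48 at 21 h to -0.26 at 24 h.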

Values the study reported

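The study reported that 2500 genes of MCF10HER2 cells met its criterion of a 1.7-fold or greater change at any time point of the series. It reported that PHGDH expression changed 5.7-fold in MCF10HER2 cells during the experiment.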

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

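The results below were recomputed with 1 choice changed at a time; the array batch, the sets of 4 time points and the removal of both dim arrays were chosen after seeing the data. No paired analysis was possible because each time point has 1 array. The number of time-dependent probes (5161) stayed within 1.5 times of its value under each of the 12 planned settings other than leaving out an array, from 4463 with probes detected on all 16 arrays to 6464 with array weights. Leaving out single arrays gave 4132 to 5887. The number of study genes related to time (11) was 10 to 12 under the 5 other planned settings and 9 to 13 when single arrays were left out. Of the 10 genes with the largest rises and falls, each kept its direction and its call under all 27 planned settings. Under the settings chosen after seeing the data, 36 of 50 values did so, 12 lost the call and 2 were reversed. Within 0 to 21 h ATP6V1B1 (0.84 scaled to 45 h, limma adjusted p = 0.563) and KRT17 (3.20, limma adjusted p = 0.0659) lost their calls, and S100P lost its call with the array batch as a block (-2.61, limma adjusted p = 0.128). With the sets of 4 time points as a block none of the 10 was past the threshold.

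The count of probes changed 1.7-fold at any time point (2398) was 2283 to 2637 when single arrays were left out. It rose to 3789 with normexp from the signals alone at an offset of 50, of which 2058 were among the 2398; the cause was not tested. It was 3685 at 1.5-fold and 1352 at 2-fold, which follows from the threshold. The median per time point (843) was 1420 at 1.5-fold and 429 at 2-fold, and 829.5 to 1292.5 when single arrays were left out. The highest of these came from leaving out the 0 h array, which makes 3 h the baseline.

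Linear trends (3004 probes) numbered 4597 with median scaling, of which 2173 were among the 3004, and 4641 with array weights; the cause was not tested. Median scaling moved the share of rising probes from 52.7% to 35.6%, and the share of higher calls among the 1.7-fold changes from 53.5% to 39.8%. It moved the median change of all probes over 45 h to -0.10. Leaving out single arrays gave 2531 to 3137. With the array batch as a block 760 probes kept a linear trend, 729 of them among the 3004. Data simulated from each probe's own straight line, with no batch effect, gave 492 such probes on average in place of 2572, so that most of the loss comes from the overlap of time and batch. Within 0 to 21 h the count was 1391 (776 among the 3004) and within 24 to 45 h 3063 (1114 among the 3004), with 8 arrays each; the cause was not tested. With the sets of 4 time points as a block it was 0 in limma (1049 probes at an unadjusted p under 0.05, against 616 expected by chance), and the spline called 1209 probes. The simulated lines gave 0.85 on average under that block, so that a trend and the sets cannot be separated by that count. The set terms were past the threshold beside the line for 2990 probes.

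Treated against untreated (2330 probes) was 962 with a straight line among the treated arrays and 3548 with array weights, and 2097 to 3211 when single arrays were left out. The highest came without the 3 h array, and leaving out the 0 h array gives no value. In the spline fit, array weights gave the 0 h array the lowest weight, 0.10, against up to 2.95 at 42 h. The comparison of treated with untreated had its own weights, which were not recorded, so these values do not describe it. The cause of the differences between its counts was not tested. The direction with more calls also depended on the processing. Lower calls outnumbered higher ones in the main fit and with median scaling. Higher calls outnumbered lower ones without background correction and with normexp from the signals alone.

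The number of lists called (4) was 2 with median scaling, where MAPK feedback (adjusted p = 0.52 by limma's camera) and fatty acid synthesis (0.111) were lost, 5 with cyclic loess, which added glycolysis (0.0382), and 4 to 6 when single arrays were left out. Without the 3 h array FOXO targets (0.0163) and glycolysis (0.0121) were added, and without the 6 h array glycolysis (0.0279). With the array batch as a block MAPK feedback was lost (0.061). The array batches gave 6 lists from 0 to 21 h and 7 from 24 to 45 h. From 0 to 21 h the direction of camera turned from down to up for G1/S genes (median 1.47 scaled to 45 h), G2/M genes (2.20) and glycolysis (0.60); the median of G1/S genes was above 0 over the whole course too. The change of S100P was reversed there (0.49) and with the sets as a block (0.47), where it was not past the threshold.

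For single study genes, 409 of the 441 planned values of r kept their sign and their side of the threshold, 16 lost the call, 8 gained it, and 1 was past the threshold with the opposite sign, IGF1R with median scaling (r = -0.56), a gene near background. The other 7 changed sign while on the same side of the threshold, among them ERBB2 with median scaling (-0.44) and EGFR with the mean over detected probes (0.28). Median scaling also took away PDK2 (r = 0.0022) and INSIG1 (-0.51) and added PDK3 (-0.80) and SLC2A4 (-0.60), all but INSIG1 near background. SLC2A3 lost its call with normexp (-0.55) and without the 3, 6, 9, 36, 39, 42 or 45 h array (r from -0.55 to -0.50). PDK4 lost it without the 0 h array (0.52), the 39 h array (0.56), the 42 h array (0.54) or the 45 h array (0.58). INSIG1 (-0.47) and ERBB3 (0.57) lost it without the 0 h array. EGFR gained it without the 0 h (-0.63) or 24 h array (-0.58), SGK1 (-0.62) and IRS1 (0.61) without the 3 h array, and ERBB2 without the 3 h array (0.58) or the 6 h array (0.58). Leaving out both dim arrays, 9 h and 18 h, left the number of time-dependent probes at 4566 and of linear trends at 3201 and took away PDK4 and SLC2A3. Signal near background limits what can be said of PDK1, PDK2, PDK3, SLC2A3, SLC2A4, ERBB2 and IGF1R.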

Other observations

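The random assignments of time and the comparison of single arrays with the rest were planned; the tests on the array batch, the sets of time points, the step at 36 h and the amino acid response list were chosen after their results were seen. A random order of the arrays can be excluded for the time-dependent and the linear probes. Of 100 assignments of the 16 times to the arrays, only 1, the real one, gave as many time-dependent probes. Likewise only 1 gave as many linear trends. Any batch, set of cultures or drift along time would pass this test too, so it leaves the cause open. The highest random assignment gave 836 in each case. Chance cannot be excluded in this way for treated against untreated. When each array in turn was set against the rest, 2 of the 16 gave as many probes as the 0 h array, namely the 0 h array itself (2330) and the 3 h array (3426). With 16 choices no share under 0.05 could be had.

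The array batch is not the whole cause of the linear trends, since 760 probes kept one with the batch as a block. The batch term itself was past the threshold for 0 probes beside the line and 13 beside the spline (limma). Because time and batch overlap, these counts of the batch term cannot rule out a batch effect, and nothing is concluded from them. Of the 3004 linear probes, 729 kept their trend and its direction beside the block. Of the other 2275, 1003 had a trend in the same direction within 1 of the batches (391 within 0 to 21 h and 612 within 24 to 45 h), so that the batch is not the whole cause for these either; 16 had a trend in the opposite direction within a batch. For the 1272 probes with neither, batch and time cannot be told apart. The age of the cultures, which grows with time of treatment in this design, was not tested and remains open for all of them, as does an effect of the inhibitor.

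Change was not spread evenly over the later course. Averaged over the linear probes in their own direction, 46.2% of the change from 12 to 45 h fell in the single step from 33 to 36 h, where 1 of 11 equal steps would hold 9.09%. The step to 24 h held -0.91%. As an RMS over all tested probes, the steps to 24 h and 36 h were the highest 2 of the 11 after 12 h, and so were those of the G2/M list median. A candidate explanation was formed from these steps, so that ranking them (1 in 55 pairs, an exact one-sided p of 0.0182 for each) restates the observation and is no test of it. It is that the parallel cultures were started or harvested in sets of 4 consecutive time points, so that culture age or handling differed between sets. The labels name no sets. With the sets as a block 0 probes kept a linear trend, but simulated straight lines gave 0.85, so that sets and time cannot be told apart for these probes by that count. The set terms were past the threshold beside the line for 2990 probes (limma), so that a straight line alone does not describe those, but a curve in time or abrupt changes of the cells at those hours could give this too. No value decides between them.

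The array batch does not account for the step at 36 h, because the background of the 36 h array was 1.00 times that of the 33 h array, against 1.21 from 21 to 24 h. Array brightness may add to the steps after 12 h in general, since their size rose with the difference in upper quartile intensity (Spearman's rho 0.63, permutation p = 0.0446; Pearson's r 0.29, permutation p = 0.392; 11 steps). It does not account for the step at 36 h, because 5 steps had a larger difference in brightness and a smaller size. The 33 tested genes of the G1/S and G2/M lists moved more in this step than all of 10000 random lists matched on mean signal, with a median of 0.43. After removal of the 6865 probes that followed the mean of either list from 0 to 33 h (absolute r of 0.5 or more), the step at 36 h was 1.15 times the largest step other than 24 h and 36 h. The latter lies in the window by which the probes were chosen, so that their removal lowers it by construction and the ratio decides nothing. Cell cycle phase therefore remains open for the step at 36 h.

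The study's text says that the other enzymes of serine synthesis lacked the dynamic regulation by the HER2 oncogene seen for PHGDH. The same sentence reports that all enzymes of the pathway were higher in proliferating MCF10HER2 than in proliferating MCF10A cells. For dynamic regulation it names no comparison. Elsewhere the study judged regulation by the oncogene from ratios of MCF10HER2 to MCF10A expression over time. The MCF10A series was not analysed here, so the values below test neither statement. Whether these arrays differ from the MCF10A series remains open. Within the MCF10HER2 arrays PSAT1 fell more than PHGDH, with 21.3-fold between its highest and lowest value against 7.68-fold. The fall went beyond serine synthesis: of the 14 other tested genes of the amino acid response list, 13 were lower with time in the linear fit and 7 of these were past the threshold (limma), against 11.5% of all tested probes, so that the serine synthesis genes alone do not carry it. ATF4 was the exception in the sign of its slope only, with a change of 0.07 (SE 0.26). Its log2 signal was 13.65 at 45 h against 14.04 at 0 h, and its treated mean lay below the untreated array (-0.71). Within 24 to 45 h 6 of the 17 list genes were higher. The array batch is not the whole cause, since the list fell within the arrays from 0 to 21 h. Its median change there was -1.03 (log2) in the linear fit over 21 h. A hypothesis is that inhibition of HER2 lowered the transcription program that answers to amino acid shortage. The renewal of the medium at the start of treatment could give such a fall as well. The list median was still at -1.57 at 45 h, with no return toward 0 h, but no untreated culture later than 0 h was analysed here, so that the medium and the inhibitor cannot be told apart.

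The cells over express HER2, yet the ERBB2 probes were among the dim ones. At 0 h ILMN_28003 had an intensity of 201 and lay at percentile 46.7 of all probes, and ILMN_2680 had 198 and lay at percentile 45.4. No explanation was tested, since the probe sequences were not used here.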
